# Nuclear actin modulates cell motility via transcriptional regulation of adhesive and cytoskeletal genes

**DOI:** 10.1038/srep33893

**Published:** 2016-09-21

**Authors:** Amir S. Sharili, Fiona N. Kenny, Maria K. Vartiainen, John T. Connelly

## Abstract

The actin cytoskeleton is a classic biomechanical mediator of cell migration. While it is known that actin also shuttles in and out of the nucleus, its functions within this compartment remain poorly understood. In this study, we investigated how nuclear actin regulates keratinocyte gene expression and cell behavior. Gene expression profiling of normal HaCaT keratinocytes compared to HaCaTs over-expressing wild-type β-actin or β-actin tagged with a nuclear localization sequence (NLS-actin), identified multiple adhesive and cytoskeletal genes, such as *MYL9*, *ITGB1*, and *VCL,* which were significantly down-regulated in keratinocytes with high levels of nuclear actin. In addition, genes associated with transcriptional regulation and apoptosis were up-regulated in cells over expressing NLS-actin. Functionally, accumulation of actin in the nucleus altered cytoskeletal and focal adhesion organization and inhibited cell motility. Exclusion of endogenous actin from the nucleus by knocking down Importin 9 reversed this phenotype and enhanced cell migration. Based on these findings, we conclude that the level of actin in the nucleus is a transcriptional regulator for tuning keratinocyte migration.

Actin is an essential component of the cytoskeleton, which supports overall cell structure, adhesion to the extracellular matrix, and the generation of contractile forces through interaction with myosin motor proteins^1^,^2^. While its mechanical and structural functions have been studied in depth, relatively little is known about the role of actin in the nucleus.

Actin has been known in to exist in the nucleus for many years^3^,^4^, but only recently have the molecular mechanisms that control its localization and function within this compartment been investigated. It is now clear that actin dynamically shuttles in and out of the nucleus^5^ through the activity of Importin 9^6^ and Exportin 6^7^, respectively, and as it lacks a nuclear localization sequence (NLS), actin requires specific co-factors, such as cofilin, for transport across the nuclear membrane^6^. Nuclear actin comprises predominantly monomeric G-actin, but can form F-actin filaments under specific conditions. For example, high levels of F-actin are present in *Xenopus laevis* oocytes and are required for reprogramming^8^,^9^. In addition, actin filaments rapidly form in the nucleus following serum stimulation via the formin, mDia^10^, and actin oligomers can interact with the nuclear receptor co-repressor complex^11^.

Nuclear actin mediates several key transcriptional processes. It physically interacts with all three RNA polymerases and helps stabilize the pre-transcriptional complex^12^,^13^. It interacts with chromatin remodeling complexes, such INO80 and BAF^14^,^15^, and nuclear G-actin negatively regulates the transcriptional activity of serum response factor (SRF) by binding and inhibiting the co-factor megakaryoblastic leukemia 1 (MKL1)^16^,^17^. While some of the basic functions of actin in the nucleus have been described, only a few studies have linked these effects to changes in cell behavior. In mammary epithelial cells, depletion of nuclear actin via adhesion to laminin induces quiescence^18^, while accumulation of nuclear actin in mesenchymal stem cells promotes osteogenic gene expression^19^. Thus, there is clear evidence that nuclear actin regulates important cellular processes, but its complete set of functions has yet to be described.

The aim of the present study was to determine the role of nuclear actin in the regulation of human keratinocyte behavior. Through mRNA expression profiling, we demonstrate that nuclear actin negatively regulates a core set of adhesive and cytoskeletal genes and inhibits cell motility. Together, these results provide new insights into the broad range of functions of nuclear actin and identify a novel transcriptional mechanism by which actin regulates cell migration and motility.

## Results

### Nuclear actin negatively regulates expression of adhesive and cytoskeletal genes

To gain insight into how nuclear actin regulates cell function, we generated HaCaT keratinocyte lines stably expressing wild type β-actin-GFP (WT-actin) or β-actin-GFP tagged with a nuclear localization sequence (NLS-actin), which forces actin to accumulate within the nucleus (Fig. 1a). There were no detectable effects of NLS-actin overexpression on HaCaT growth, differentiation, or general morphology (see Supplementary Figure S1). We performed gene expression profiling of the parental HaCaT cells, WT-actin cells, and NLS-actin cells using the Affymetrix 2.0 microarray platform (Fig. 1b). 

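The deposited data hold 9 arrays, 3 each of the parental HaCaT line, WT-actin cells and NLS-actin cells. HaCaT is a spontaneously immortalized human keratinocyte line, and the keratins KRT5 and KRT14 of basal keratinocytes lay at the 99.4 and 99.6 percentiles of mean signal. The methods call the arrays of a line experimental replicates, and the paper's text does not state whether they came from separately grown cultures. The authors computed MAS5 signals, which are linear intensities, and the mean of each array after trimming 2 percent at each end lay between 500.04 and 500.06. The median signal ranged from 29.67 to 43.26 between arrays, and 25.13 to 31.13 percent of probe sets had a signal below 10. Detection calls were not used here, so that dim probe sets were kept. The signals were converted to log2 and compared between lines with limma, in 1 fit over all 9 arrays. The 62 control probe sets were left out, and of the other 54613 probe sets 41091 carried exactly 1 gene symbol, which gave 19775 genes. Each gene was represented by its probe set with the highest mean signal, a choice that matters for the 10523 genes with more than 1 probe set. Across the 11979 genes above the median level, pairs of arrays of the same line had a mean correlation of 0.9675 and pairs of different lines 0.9605, computed across genes, which are not independent replicates. Parental replicate 2, WT-actin replicate 1 and NLS-actin replicate 2 departed from the other arrays of their lines in the same direction, along an axis that held 57.2 percent of the variance within lines. Without these 3 arrays, an alternative chosen after the data were seen, 24 genes differed between NLS-actin cells and the parental line at an adjusted p under 0.05. Of these, 15 were among the 26 genes found with all 9 arrays. The number of arrays limits the precision of every value. Each construct was measured in 1 stable line, so that its effect cannot be told apart from other differences between the lines.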

Analysis of genes with >2.0-fold (P < 0.05) changes in expression revealed 1188 genes differentially expressed between NLS-actin cells and the parental HaCaT line (GEO accession number GSE78028). 

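SULF1, an extracellular sulfatase that edits heparan sulfate, was down-regulated from a signal of 538 ± 118 (SD, n = 3) to 37.5 ± 6.3 (SD, n = 3), a log2 fold change of -3.83 (standard error 0.26, adjusted p = 9.28e-05 from limma). PTPRM, a receptor tyrosine phosphatase of cell contacts, was up-regulated from 47.2 ± 28.3 to 619 ± 213 (SD, n = 3 each), a log2 fold change of 3.83 (standard error 0.47, adjusted p = 0.00662 from limma). ITGA4, the integrin α4 subunit, was down-regulated from 1056 ± 114 to 388 ± 63.6, and the log2 fold changes of its 4 probe sets ranged from -2.07 to -1.45 (adjusted p = 0.0111 from limma for the brightest). The transcription factor STAT3 decreased by 1.06 on the log2 scale (adjusted p = 0.0351) and CCL2, a chemokine that attracts monocytes, by a log2 fold change of -2.40 (adjusted p = 0.0482, limma), while NEFL, the light chain of neurofilaments, rose by 1.00 (adjusted p = 0.0482).
Among the 19775 genes, 4 were up-regulated and 22 down-regulated at an adjusted p under 0.05 in limma, and 24 of them changed more than 2 fold. A further comparison set NLS-actin cells against WT-actin cells, and 18 of the genes also differed there in the same direction, 3 higher and 15 lower in NLS-actin cells. The 3 higher genes were PTPRM, NEFL and TMEM200C, a membrane protein (log2 fold change 3.75 against the parental line). The signal of TMEM200C was dim in the parental line (24.4 ± 2.6) and in WT-actin cells (19.2 ± 5.87). The size of its fold is therefore uncertain. The lower genes included PROM1 (-3.47), the membrane glycoprotein CD133, the hair keratin-associated KRTAP3-1 (-4.69, or -3.16 with an offset added before the log2 step, since its NLS-actin signal of 6.06 ± 4.26 lay near the floor), IRAK2 (-2.08), a kinase of interleukin-1 signalling, TDRP (-2.23) and the non-coding LINC01278 (-2.45). GSTM3, a glutathione transferase, fell by 2.92 on the log2 scale against the parental line (adjusted p = 0.00662 from limma) and had an adjusted p of 0.248 against WT-actin cells. The 2 dimmer probe sets of IRAK2 had log2 fold changes of 0.30 and 1.54, and the mean over all probe sets of TMEM200C was 1.47. Each of these genes had 3 NLS-actin arrays beyond all 3 parental arrays. Such separation was found for 2756 genes, 13.9 percent, where chance gives 10 percent. An unadjusted p under 0.05 was reached by 1273 genes, where 989 were expected by chance. At the thresholds of the paper, an unadjusted p under 0.05 and a fold above 2 for any probe set, 1267 genes differed. Of these, 458 were higher and 824 lower in NLS-actin cells, 15 of them counted in both directions through different probe sets. In 20 simulations of groups of unpaired arrays without any change, 1049 genes on average and at most 1124 passed these thresholds. Other splits of the parental and NLS-actin arrays gave 779 to 821 genes where they part all 3 pairs of the same number. Those that part 1 pair gave 745 to 1442. With Tukey's test 592 genes passed, with an offset 747, with the mean of all probe sets 699 and with a filter on dim probe sets 359. Without the intensity trend of the variance 1424 passed. The number of genes at an adjusted p under 0.05 was 4, 12 or 9 without parental replicate 1, 2 or 3, 15 without WT-actin replicate 2, and 11 without NLS-actin replicate 1 or 3. The split into higher and lower genes was 5 and 5 without the intensity trend of the variance, and 5 and 10 in a fit of 2 lines only. These held 6 and 13 of the 26 genes. The split was 3 and 15 after quantile normalization and 8 and 22 with an offset, with 18 and 25 of the 26 genes. With the replicate number as a block within the parental and NLS-actin arrays, a fit chosen after the data were seen, 378 genes passed in limma, 142 higher and 236 lower, with the 26 genes among them. The block over all 9 arrays gave 19. Of 22 alternative analyses, SULF1 passed in 21, PTPRM and ITGA4 in 17 each, CCL2 in 10, STAT3 in 8 and NEFL in 7.

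**Figure D1:**
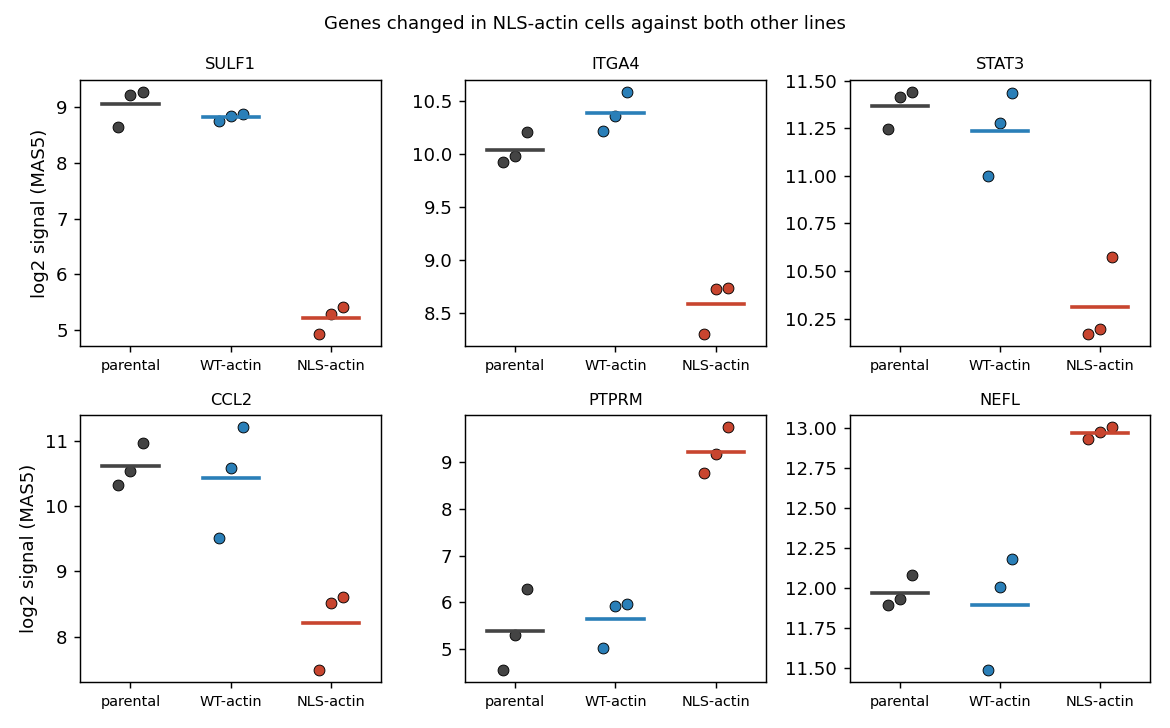
Log2 MAS5 signal of SULF1, ITGA4, STAT3, CCL2, PTPRM and NEFL in the parental line, WT-actin cells and NLS-actin cells. Each point is 1 array and each bar the mean of 3 arrays; the 3 NLS-actin arrays lie beyond all arrays of the other lines for each gene, and the log2 axes do not start at 0.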

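A group of 4 genes moved in the same direction in both actin lines. CADPS2, a protein of vesicle exocytosis, rose from a signal of 163 ± 24.3 (SD, n = 3) in the parental line to 1533 ± 299 in WT-actin cells and 676 ± 61.8 in NLS-actin cells. The log2 fold changes were 3.22 in WT-actin cells (adjusted p = 2.52e-05 from limma) and 2.06 in NLS-actin cells (adjusted p = 0.00207). The other 3 genes were down-regulated in both lines. The membrane protein STOM decreased by 1.54 on the log2 scale in WT-actin cells (adjusted p = 0.0109) and by a log2 fold change of -2.36 in NLS-actin cells (adjusted p = 0.00104). GFRA1, a co-receptor for GDNF, had log2 fold changes of -3.06 and -2.34 (adjusted p = 0.00261 and 0.0203), and TSPYL5 of -1.22 and -1.13 (adjusted p = 0.0214 and 0.0482). FMN2, a formin that nucleates actin filaments, moved in opposite directions, with log2 fold changes of 2.69 in WT-actin cells (adjusted p = 0.0117) and -2.48 in NLS-actin cells (adjusted p = 0.031), where its signal of 12.8 ± 4.81 lay near the floor. When the log2 values of all probe sets of a gene were averaged, the NLS-actin value of FMN2 was -0.85 and that of STOM -0.98.
At an adjusted p under 0.05 in limma, 33 genes differed between WT-actin cells and the parental line, 8 higher and 25 lower, and 1323 had an unadjusted p under 0.05. The count was 9, 18 and 17 without parental replicates 1, 2 and 3, and 12 without WT-actin replicate 2. At the paper's thresholds, 219 of the 1267 genes of NLS-actin cells were shared with WT-actin cells in the same direction, and 1048 were not, FMN2 with its opposite directions among them. Independent sets of genes of these sizes would share 40.5 genes, and simulated groups without any change that were compared with the same parental arrays shared 243 on average and at most 267. The simulation drew the arrays as unpaired, and splits of the parental and NLS-actin arrays that part all 3 pairs of the same number shared 161 to 198 genes. Across genes, the log2 fold changes of the 2 actin lines correlated at 0.398, where simulated unchanged groups gave 0.501, and their covariance was 0.252 against 0.272. The 3 parental arrays cannot be divided into separate controls of 2 arrays each, so that the part of the overlap that comes from the shared controls was not measured apart. The correlation was 0.203 among genes above the median level, where simulated groups gave 0.502.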

Within this set, 182 genes were similarly affected by WT-actin and therefore excluded from further analysis as non-specific effects of actin or GFP overexpression (Fig. 1c). Pathway analysis of the remaining 1006 nuclear actin-specific genes was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) platform, and identified ‘Regulation of transcription’, ‘Cytoskeleton’, ‘Cell adhesion’, and ‘Motility’ as Gene Ontology terms enriched in this set of genes (Fig. 1d).

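Of 31 measured interferon-induced genes, 2 had a positive log2 fold change, and the list had a median log2 fold change of -0.49 (adjusted p = 2.41e-07 from camera in limma, adjusted p = 0.657 with an estimated correlation). In WT-actin cells against the parental line 7 of the 31 were positive, with a median of -0.26 (adjusted p = 0.0699 from camera, adjusted p = 0.837 with an estimated correlation). IFI44 had a log2 fold change of -1.02, the antiviral GTPase MX1 of -1.48 and the chemokine CXCL10 of -2.63. No interferon gene passed an adjusted p of 0.05 over all genes in limma, 6 had an unadjusted p under 0.05, and 2, IFI44 and the ubiquitin-like ISG15, were lower when adjusted over the list alone. Of 19 genes of inflammation, CCL2 passed over all genes and 3 were lower when adjusted over the list alone, among them the chemokine CXCL8 (-1.19) and the cyclooxygenase PTGS2 (-0.82). The median of the list was -0.49 (adjusted p = 0.000116 from camera, adjusted p = 0.191 with an estimated correlation). In WT-actin cells against the parental line it was -0.24 (adjusted p = 0.0417 from camera, adjusted p = 0.44 with an estimated correlation), and CXCL8 (-1.85) and CXCL1 (-1.83) were lower there over all genes. That list passed in 11 of 19 alternatives, and not without parental replicate 1 or 3 (adjusted p = 0.0675 and 0.189) or WT-actin replicate 1 or 2 (adjusted p = 0.0993 and 0.123). With the replicate number as a block within the parental and NLS-actin arrays, chosen after the data were seen, IFI44, MX1, ISG15, CXCL8 and PTGS2 passed over all genes (adjusted p = 0.00224, 0.000309, 0.0071, 0.00145 and 0.0215 from limma), in all 5 interferon genes and 4 of inflammation.
Stress-induced keratinocyte genes had positive log2 fold changes in 7 of 7 members, with a median of 0.71 (adjusted p = 0.00671 from camera, adjusted p = 0.657 with an estimated correlation), among them the antimicrobial S100A7 (1.07) and the elastase inhibitor PI3 (1.06). None of the 7 passed in limma, either over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. With that block S100A7 and PI3 passed over all genes (adjusted p = 0.0368 and 0.0194). The list had an adjusted p of 0.0551 from camera without NLS-actin replicate 2. Of 29 genes of keratinocyte differentiation, 18 had a positive log2 fold change (median 0.18, adjusted p = 0.0232, adjusted p = 0.824 with an estimated correlation), none passing in limma, 0 adjusted over the list alone and 5 at an unadjusted p under 0.05. With that block 5 passed, SPRR1B among them (adjusted p = 0.003). The adjusted p of the differentiation list was 0.0612, 0.13 and 0.378 without parental replicate 1, parental replicate 3 and NLS-actin replicate 2, with a range from 0.000506 to 0.378 over 20 alternatives. Its median was 0.026 without NLS-actin replicate 2. With the ratio of the 3' to 5' ACTB control probe sets in the fit the median was 0.043 (adjusted p = 0.366 from camera). Lists of basal keratinocytes, of epithelial junctions and of hypoxia and glycolysis had medians of 0.14, 0.16 and 0.19 (adjusted p = 0.0346 each from camera, adjusted p = 0.757, 0.657 and 0.657 with an estimated correlation). When adjusted over the list alone, 1, 0 and 1 of their members were higher, SOX15 (0.44) and the glucose transporter SLC2A3 (1.38). The adjusted p of these lists was 0.022, 0.027 and 0.0403 from camera with the block within the parental and NLS-actin arrays (adjusted p = 0.802, 0.665 and 0.665 with an estimated correlation). SLC2A3 passed as higher over all genes there (adjusted p = 0.00327 from limma). BNIP3, another member of the hypoxia and glycolysis list, passed there as lower (log2 fold change -1.16). DSC2 of the epithelial junction list passed there as higher (log2 fold change 0.53). Adjusted over the list alone, 2, 4 and 2 members of the lists were higher with this block and 0, 1 and 1 lower. With the block over all 9 arrays the 3 lists had an adjusted p of 0.0691 each. Housekeeping genes had a median of 0.14 in the same comparison (adjusted p = 0.3 from camera). After quantile normalization the medians of the 3 lists were 0.015, 0.02 and 0.075 (adjusted p = 0.332, 0.596 and 0.596 from camera). Of 20 alternatives these 3 lists passed in 9, 8 and 9, and none of them without NLS-actin replicate 1 (adjusted p = 0.0606, 0.0604 and 0.0892 from camera), NLS-actin replicate 3 (0.0679, 0.141 and 0.232) or parental replicate 1 (0.397, 0.248 and 0.397). Interferon genes also followed the axis shared by parental replicate 2, WT-actin replicate 1 and NLS-actin replicate 2, with a median slope of 0.32 (adjusted p = 8.52e-07 from camera, adjusted p = 0.379 with an estimated correlation), as did differentiation genes with 0.25 (adjusted p = 0.0022, adjusted p = 0.0855 with an estimated correlation).
Among cytoskeletal and adhesion lists, the median was -0.16 for 31 focal adhesion genes (adjusted p = 0.232 from camera), 0.03 for 14 integrin subunits, a list without ITGA4 (adjusted p = 0.943), 0.03 for 28 actomyosin genes (adjusted p = 0.987) and 0.05 for 33 genes of actin dynamics (adjusted p = 0.617). Among the 1048 genes past the paper's thresholds and not shared in the same direction with WT-actin cells were 2 focal adhesion genes (2.32 in random lists matched on probe sets), 3 actomyosin genes (2.24 in random lists) and 1 integrin subunit of the list (1.03 in random lists). ITGA4, which the list does not hold, passed as well. Interferon genes numbered 6 (1.45 in random lists, adjusted p = 0.036 from 10000 random lists) and genes of inflammation 5 (0.926 in random lists, adjusted p = 0.036). Random lists leave out the correlation between members, and with an estimated correlation neither list passed in camera (adjusted p = 0.657 and 0.191). The Gene Ontology terms themselves were not analysed here. The paper set aside the genes shared with WT-actin cells as non-specific and states the terms enriched in the remaining genes (Fig. 1d).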

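MYL9, the regulatory light chain of myosin II, had a signal of 127 ± 20.6 (SD, n = 3) in the parental line, 120 ± 87.4 in WT-actin cells and 41.2 ± 3.17 in NLS-actin cells on the brighter of its 2 probe sets. The log2 fold change between NLS-actin cells and the parental line was -1.61 (standard error 0.44, adjusted p = 0.402 over all probe sets from limma). ITGB1, the integrin β1 subunit, was measured by 7 probe sets with different values. The brightest had 6832 ± 387 in the parental line, 8601 ± 293 in WT-actin cells and 6701 ± 1061 in NLS-actin cells, a log2 fold change of -0.04 (adjusted p = 0.982 from limma). On the second brightest probe set the signal was 1398 ± 153 in the parental line and 913.2 ± 190 in NLS-actin cells, and on the one of rank 3 it was 576 ± 66.3 and 330 ± 41.5, with log2 fold changes of -0.63 and -0.81 (adjusted p = 0.666 and 0.681 from limma). The dim probe set of rank 6 by mean signal had 17.0 ± 1.66 in the parental line and 3.45 ± 5.12 in NLS-actin cells, a log2 fold change of -3.74 (adjusted p = 0.464 from limma). The probe sets of rank 4 and 5 had positive log2 fold changes of 0.34 and 0.86 (adjusted p = 0.959 and 0.868 from limma). The one of rank 7 had -1.6 (adjusted p = 0.899). With the replicate number as a block within the parental and NLS-actin arrays, a fit chosen after the data were seen, MYL9 and the ITGB1 probe set of rank 3 were lower in NLS-actin cells (adjusted p = 0.0441 and 0.0389 over all probe sets from limma). The ITGB1 probe sets of rank 2, 1 and 6 had an adjusted p of 0.0612, 0.942 and 0.249 there.
VCL encodes vinculin, an actin-binding protein of focal adhesions. Its brighter probe set had 7734 ± 729 in the parental line and 8761 ± 862 in NLS-actin cells, a log2 fold change of 0.18 (adjusted p = 0.879 from limma). Its other, dim probe set had 16.5 ± 6.67 and 3.3 ± 3.2, a log2 fold change of -2.76 (adjusted p = 0.569 from limma). With the block the 2 probe sets of VCL had adjusted p = 0.596 and 0.345. MYL9, ITGB1 through the probe set of rank 6 and VCL through its dim probe set passed an unadjusted p of 0.05 and a fold of 2. The NLS-actin signals of these ITGB1 and VCL probe sets lay near the floor, so that the sizes of their folds are uncertain.
Of 27 measured cytoskeletal and adhesion targets of SRF and its co-activator MRTF, 9 had a positive log2 fold change in NLS-actin cells, and the median was -0.13 (adjusted p = 0.503 from camera, adjusted p = 0.986 with an estimated correlation). None passed over all genes or adjusted over the list alone in limma, and 2, MYL9 and TAGLN (-1.10), an actin-binding protein of smooth muscle, had an unadjusted p under 0.05. With the block 2 of the 27 were lower over all genes, MYL9 among them, and the list had an adjusted p of 0.0808 from camera (adjusted p = 0.665 with an estimated correlation). At the preset correlation the list passed after quantile normalization (-0.14, adjusted p = 0.0359), after averaging all probe sets of a gene (-0.28, adjusted p = 0.0454) and without parental replicate 2 (-0.14, adjusted p = 0.0242), but not in these with an estimated correlation (adjusted p = 0.909, 0.709 and 0.819). The adjusted p over all alternatives at the preset correlation ranged from 0.0242 to 0.952. It was 0.946 without parental replicate 3 and 0.952 with the ratio of the 3' to 5' ACTB control probe sets in the fit. When single arrays were left out, the median did not stay negative in every fit. The list also followed the axis shared by parental replicate 2, WT-actin replicate 1 and NLS-actin replicate 2, with a median slope of -0.16 (adjusted p = 3.47e-05 from camera, adjusted p = 0.0855 with an estimated correlation). Of the 27, 5 passed the same thresholds and were not shared in the same direction with WT-actin cells, CALD1, ITGB1, MYL9, TAGLN and VCL, all lower, against 1.8 in random lists (adjusted p = 0.225). Genes without a listed probe set are not analysed here.

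**Figure D2:**
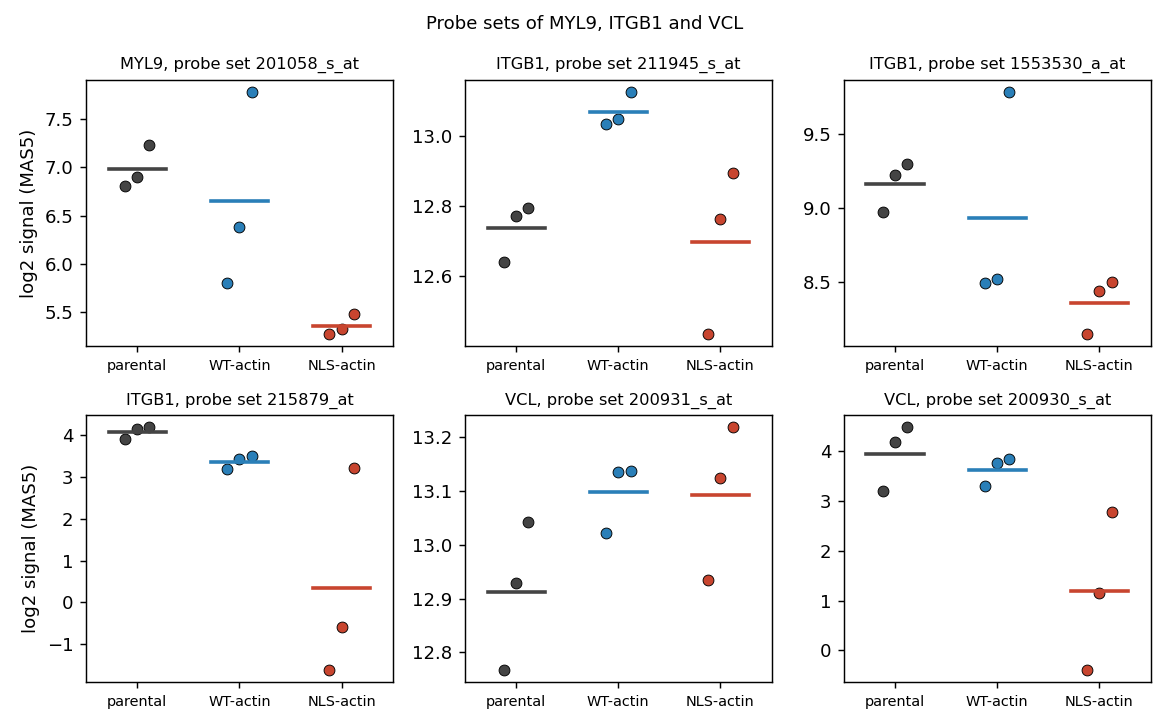
Log2 MAS5 signal in the parental line, WT-actin cells and NLS-actin cells of the brighter probe set of MYL9, the probe sets of rank 1, 3 and 6 of ITGB1 and both probe sets of VCL, in this order from the top left. Each point is 1 array and each bar the mean of 3 arrays; the brightest probe sets of ITGB1 and VCL overlap between the parental line and NLS-actin cells, and the log2 axes do not start at 0.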

Within these categories, several known regulators of cell adhesion and motility, such as *ITGB1*, *MYL9*, *PAK1*, and *VCL*, were all significantly down-regulated in the NLS-actin expressing cells, and these results were confirmed by qRT-PCR (Fig. 2a). We also confirmed the up-regulation of specific genes, such as *NFATC1* and *BCL2*, in the NLS-actin cells by qRT-PCR (Fig. 2b). We further verified that these changes in gene expression were specific to actin not a consequence of GFP accumulation in the nucleus by comparing gene expression in HaCaT cells stably expressing the nuclear GFP chromobody^20^ compared to NLS-actin cells (see Supplementary Figure S2).

Given that several of the down-regulated genes are known SRF targets^21^,^22^,^23^, we also measured SRF transcriptional activity using a luciferase reporter construct. SRF activity was significantly increased with FBS stimulation in the parental and WT-actin cells but not in the NLS-actin cells (Fig. 2c). Consistent with being SRF target genes, *MYL9*, *ITGB1*, and *VCL* were all up-regulated in HaCaT cells following serum stimulation, and this response could be blocked by disrupting actin polymerization with Latrunculin A (Fig. 2d). We also tested how changes in gene expression depended on the polymerization status of nuclear actin by comparing the effects of NLS-actin overexpression to overexpression of the non-polymerizable actin mutant, R62D^24^, also tagged with NLS. Although actin filaments were occasionally (<0.1%) observed in the NLS-actin cells, both cell lines displayed a similar down-regulation of *ITGB1* and *VCL* and up-regulation of *NFATC1*, indicating that the effects of NLS-actin on HaCaT gene expression did not depend on polymerization (see Supplementary Figure S2). Together, these results suggest that, nuclear actin inhibits expression of adhesive and cytoskeletal genes via impaired transcriptional activity of SRF.

### Nuclear actin alters cytoskeletal organization and inhibits cell migration

To determine whether the changes in mRNA expression in NLS-actin cells correlated with protein level changes, we examined the expression and localization of the β1 integrin, vinculin, and phospho-myosin light chain (pMLC, activated myosin) by immunofluorescence imaging and Western blot analysis. Compared to the parental and WT-actin lines, NLS-actin expressing keratinocytes displayed reduced stress fibers and vinculin-containing focal adhesions, particularly within the interior of multi-cell clusters (Fig. 3a). In addition, NLS-actin cells expressed lower overall levels of the β1 integrin (Fig. 3b), and there was reduced pMLC (Fig. 3c). Western blot analysis confirmed the reduced levels of β1 integrin and pMLC in NLS-actin cells compared to the parental HaCaTs (Fig. 3d), but the total amount of vinculin was similar in the HaCaT and NLS-actin cells (Fig. 3d). Thus, down-regulation of *MYL9* and *ITGB1* at the gene level corresponds with reduced contractility and total β1 integrin protein expression. As decreased *VCL* expression did not alter total vinculin protein levels in NLS-actin cells, the observed changes in focal adhesion assembly were most likely due to reduced contractility and cytoskeletal tension. Overall, we conclude that accumulation of actin in the nucleus disrupts focal adhesion assembly, cytoskeletal organization, and acto-myosin contractility.

Because adhesion and contractility are essential for cell motility, we next investigated whether altered cytoskeletal organization had a functional impact on keratinocyte migration. In scratch assays, wound closure was significantly lower after 48 hours for NLS-actin keratinocytes compared to the parental and WT-actin lines (Fig. 4a,b). This impaired migration could be qualitatively observed in time-lapse movies of NLS-actin cells (see Supplementary Movies S1 and S2), particularly in cells behind the leading edge where reduced stress fibers and pMLC were most prominent (Fig. 3a,c). We further quantified the effects of nuclear actin on cell motility by tracking single cells randomly migrating on collagen-coated coverslips (see Supplementary Movies S3 and S4). Compared to the parental control, NLS-actin cells displayed reduced migration speed but not directionality (Fig. 4c–e). Transient transfection of HeLa cells with NLS-actin expression vectors also significantly inhibited scratch wound closure, indicating that these effects were not limited to the HaCaT cell type or the mutant lines generated for these studies (see Supplementary Figure S3). We also confirmed that this response was specific to actin in the nucleus, rather than GFP in the nucleus, and similar to the effects on gene expression, a similar inhibition was observed in the NLS-R62D cells (see Supplementary Figure S3). Together, these results demonstrate that nuclear actin negatively regulates cell motility.

### Exclusion of actin from the nucleus enhances cell migration

Finally, we examined whether excluding actin from the nucleus could reverse the effects on keratinocyte behavior. We used siRNA to knock down the gene for Importin 9 (*IPO9*) and block actin from entering the nucleus. Knockdown of *IPO9* in HaCaT keratinocytes resulted in reduced levels of actin in the nucleus (Fig. 5a,b), increased expression of *MYL9* mRNA and increased pMLC staining (Fig. 5c,d). Furthermore, *IPO9* knockdown significantly increased scratch wound closure under normal culture conditions (Fig. 5e,f, see Supplementary Figure S4). As *MYL9* codes for a non-muscle myosin regulatory light chain required for cell contractility, we used the myosin inhibitor, blebbistatin, to functionally block this response (Fig. 5e,f). These experiments suggest that in addition to overexpression of NLS-actin, endogenous levels of nuclear actin are capable of affecting keratinocyte migration. While *IPO9* knock down may affect the transport of other molecules into the nucleus, the results are consistent with overexpression studies and suggest that the levels of actin in the nucleus both positively and negatively regulate cell migration.

## Discussion

The aim of this study was to determine the specific functions of nuclear actin in keratinocytes. Together, our data indicate that changes in nuclear actin modulate cell motility via coordinated transcriptional regulation of adhesive and cytoskeletal genes. Accumulation of actin in the nucleus led to decreased expression of *VCL*, *ITGB1*, and *MYL9*, altered cytoskeletal organization, and reduced cell migration speed and scratch wound closure. Conversely, exclusion of actin from the nucleus was associated with enhanced cell migration.

Actin is typically considered a mechanical regulator of cell migration. F-actin polymerization is essential for the protrusion of lamellipodia^25^, while tensile forces generated by F-actin stress fibers and myosin motor proteins facilitate cell contractility^1^. In addition to these mechanical functions, our results now provide evidence that actin can also affect cell migration via changes in gene expression. This response could potentially act as a positive feedback mechanism to reinforce or restrain cell migration within different adhesive microenvironments. For example, accumulation of actin in the nucleus following de-polymerization of the F-actin cytoskeleton^5^, could lead to down-regulation of adhesive and cytoskeletal genes and reduced cell motility.

Previous studies have shown that one of actin’s major transcriptional functions is the regulation of SRF activity^10^,^16^. In this instance, nuclear G-actin acts a transcriptional repressor by binding and inhibiting the function of SRF’s cofactor, MKL1. Consistent with previous studies, we find that accumulation of actin in the nuclei of keratinocytes also inhibits SRF activity. As several of the key adhesive genes (*MYL9*, *VCL*, *ITGB1*) are known to be direct SRF targets^21^,^22^,^23^, nuclear actin most likely inhibits their expression by interfering with SRF activity. At this time, however, we cannot rule out the potential effects of non-SRF target genes on cell motility. Our findings further suggest that nuclear actin in keratinocytes is predominantly monomeric; however, an important question for future work will be to directly measure the levels of polymerized versus non-polymerized actin in the nucleus and to determine their distinct activities.

Beyond the negative regulation of adhesion and cell migration, the effects of nuclear actin on other genes and transcriptional processes will be of significant interest in future studies. Our microarray analysis identified several genes, such as *NFATC1* and *BCL2*, which were significantly up-regulated by nuclear actin. In addition, functional categories including ‘transcription’, ‘apoptosis, and ‘Wnt signaling’ were associated with increased nuclear actin. These genes and pathways may reflect additional functions of actin in the nucleus. For example, *NFATC1* regulates epidermal stem cell quiescence^26^, and recent studies indicate that nuclear actin polymerization facilitates DNA damage responses^27^. 

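NFATC1, a transcription factor activated by calcineurin, was measured by 5 probe sets. The brightest had a signal of 48.2 ± 2.87 (SD, n = 3) in the parental line, 51.7 ± 37.4 in WT-actin cells and 59.5 ± 7.78 in NLS-actin cells, a log2 fold change of 0.30 between NLS-actin cells and the parental line (adjusted p = 0.952 from limma). The dimmest had 2.61 ± 0.31 in the parental line and 14.6 ± 4.93 in NLS-actin cells, a log2 fold change of 2.43 (adjusted p = 0.614 from limma). On the probe set of rank 3 by mean signal the value was 32.8 ± 23.4 in the parental line and 5.49 ± 0.482 in NLS-actin cells, a log2 fold change of -2.15 (adjusted p = 0.754 from limma). BCL2, an inhibitor of apoptosis, was measured by 4 probe sets. The brightest had 37.5 ± 2.93 in the parental line and 37.7 ± 14.1 in NLS-actin cells, a log2 fold change of -0.07 (adjusted p = 0.993 from limma). On the second brightest the log2 fold change was 0.90 (adjusted p = 0.862 from limma). The dimmest probe set of BCL2 had 1.95 ± 0.394 in the parental line and 14.7 ± 5 in NLS-actin cells, a log2 fold change of 2.89 (adjusted p = 0.693 from limma). The dimmest probe set of each gene and the one of rank 3 of NFATC1 passed an unadjusted p of 0.05 with a fold above 2, and no probe set of either gene passed an adjusted p of 0.05. The parental signals of the dimmest probe sets and the NLS-actin signal of the one of rank 3 lay near the floor. The sizes of these folds are therefore uncertain.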

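The transcription machinery showed values in both directions. Of 49 measured subunits of RNA polymerase II, general transcription factors and Mediator, 26 had a positive log2 fold change between NLS-actin cells and the parental line, with MED1, a Mediator subunit, at a log2 fold change of -0.91 and POLR2A, the largest subunit of RNA polymerase II, at 0.48. None passed an adjusted p of 0.05 over all genes or adjusted over the list alone in limma, and 6 had an unadjusted p under 0.05 (adjusted p = 0.823 from camera, adjusted p = 0.986 with an estimated correlation). With the replicate number as a block within the parental and NLS-actin arrays, a fit chosen after the data were seen, MED1 was lower (adjusted p = 0.0121 from limma). With it 2 apoptosis genes were lower over all genes, BNIP3 among them (adjusted p = 0.0033), and 0 Wnt genes passed over all genes. When adjusted over the list alone, 3 apoptosis genes were lower with this block, and 1 Wnt gene was higher and 3 lower. Of 37 genes of apoptosis, 20 had positive log2 fold changes, with a median of 0.10 and a mean of -0.02. BID, a pro-apoptotic member of the BCL2 family, had a log2 fold change of -0.47 and BNIP3, a mitochondrial protein of the same family, of -1.16. No apoptosis gene passed in limma, 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05 (adjusted p = 0.987 from camera, adjusted p = 0.986 with an estimated correlation). Of 51 genes of Wnt signalling, 31 had positive log2 fold changes, with a median of 0.13 (adjusted p = 0.793 from camera, adjusted p = 0.986 with an estimated correlation). LEF1, a transcription factor of the pathway with a signal below the median level, had a log2 fold change of 3.01 in NLS-actin cells and 3.80 in WT-actin cells, and the Wnt receptor FZD4 of -0.63. None of the Wnt genes passed in limma, 0 when adjusted over the list alone, and 6 had an unadjusted p under 0.05.
At the paper's thresholds, 8 Wnt genes passed and were not shared in the same direction with WT-actin cells, against 3.58 in random lists matched on probe sets (adjusted p = 0.225), 1 higher, 6 lower and NFATC1 in both directions. The 6 lower and 1 higher were FZD3, GSK3B, PRICKLE1, TCF7L2, WNT10B, WNT5A and WNT5B. Apoptosis gave 3 genes, BCL2, BNIP3 and CASP8, against 2.6 (adjusted p = 0.971), and the transcription machinery 2, MED1 and MED14, against 2.73 (adjusted p = 0.987).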

As F-actin polymerization and cytoskeletal organization are sensitive to extracellular biophysical cues, the effects of upstream mechanical and adhesive signals on nuclear actin localization will also be an important area of investigation in future studies.

## Methods

### Cell culture and generation of stable cell lines

HeLa and HaCaT^28^ cell lines were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% (v/v) fetal bovine serum, 100 units/ml penicillin, and 100 mg/ml streptomycin. Stable HaCaT cell lines were generated by transfection with linearized plasmids for EGFP-actin (Clontech, Mountain View, CA), nuclear actin chromobody (Chromotek, Martinsried, Germany), NLS-EGFP-actin, or NLS-EGFP-R62D (kindly provided by Dr Maria Vartiainen, University of Helsinki)^6^. Cells were transfected using Lipofectamine 2000 according to the manufacturers instructions and selected with 0.5 mg/ml G418 until a stable GFP positive population was established. All cell culture reagents were from Thermo Fisher Scientific unless otherwise stated.

### Scratch assays and cell migration

Confluent cell monolayers in a 12 well plate were scratched with a 200 μl pipette tip to obtain two perpendicular wounds, forming a cross shape. Wounds were imaged at 0, 24 and 48 hours using a Nikon Eclipse TE2000-5 microscope (Nikon, Kingston Upon Thames, UK). Average distances between wound edges were calculated by measuring the uncovered wound area and dividing by the length of the field of view. Distance migrated was calculated by subtracting the average distance between wound edges from the distance at time 0. For each experiment a total of 12 wounds were measured per group. Scratch closure and random cell migration was also monitored using time-lapse microscopy every 30 minutes for 24 hours with a Zeiss Axiovert 200 M microscope (Zeiss, Oberkochen, Germany). For random cell migration analysis, single cells were tracked across 3 fields of view per condition, and mean migration speed and persistence were calculated for 10 cells per field using ImageJ and the Manual Tracking plug-in.

### Gene expression profiling

Total RNA was extracted using Agilent Absolutely RNA miniprep kit (Agilent Technologies, Stockport, UK), followed by cRNA probe generation (Ovation V2: Nugen Technolgies Inc, San Carlos, CA) and hybridization to the human U133 Plus 2.0 arrays (Affymetrix, Santa Clara, CA) containing over 54000 probe sets for 47000 human transcripts and variants. The array slides were scanned with a GeneChip Scanner 3000 and the CEL files were processed using the MAS5 algorithm. For each group (HaCaT, GFP-actin and NLS-GFP-actin) three experimental replicates were used. Differential gene expression was determined using a p-value cut off of 0.05 and fold change of >2. Gene Ontology terms were identified by analyzing the differentially expressed genes using the Functional Annotation tool within the Database for Annotation, Visialization, and Integrated Discovery. Microarray data are freely available through the NCBI Gene Expression Omnibus, accession number GSE78028.

### Quantitative RT-PCR

Total RNA was isolated from cells using the RNeasy Plus Mini Kit (Qiagen, Manchester, UK). cDNA was synthesized from 1 μg of total RNA using Superscript III Reverse transcriptase (Thermo Fisher Scientific). Quantitative real-time RT-PCR (qRT-PCR) was carried out using Rotor-Gene SYBR green PCR kit (Qiagen) and Rotor-Gene Q PCR cycler (Qiagen). Primers used were against *ITGB1*, *MYL9*, *VCL*, *PAK1*, *NFATC1*, *BLC2* and the housekeeping gene *GAPDH* (see Supplementary Table S1). The mRNA expression level of each gene relative to GAPDH was calculated using the ΔΔCt method.

### Immunofluorescence staining and imaging

Cells were fixed in 4% PFA for 10 minutes and permeabilized with 0.2% Triton-X100. Cells were blocked for 45 min in 2% bovine serum albumin and incubated with primary antibody overnight at 4 °C. Primary antibodies used were mouse anti-vinculin (1:200, hVIN-1, Sigma Aldrich), mouse anti-β1 integrin (1:200, P5D2, Cancer Research UK, London, UK), rabbit anti-phospho-myosin light chain (1:100, Cell Signaling, Danvers, MA), and rabbit anti-Importin 9 (1:100, Abnova, Taipei, Taiwan). Coverslips were washed and incubated for 60 minutes with goat anti-mouse or goat anti-rabbit secondary antibody Alexa Fluor^®^ 568 (1:1000, Thermo Fisher Scientific) and DAPI. Alexa Fluor 568- or 633-phalloidin (Thermo Fisher Scientific) staining was used to visualize F-actin. Imaging was performed with a Zeiss 710 confocal microscope.

### Luciferase reporter assay

Cells were transfected with the SRF luciferase reporter (p3DA.luc) using Lipofectamine 2000 and 1 μg of DNA per 10^5^ cells as previously described^29^,^30^. Thymidine kinase driven Renilla was used as an internal control and transfected 1:1 with p3DA.luc. Following DNA transfection, cells were rinsed and cultured for 24 hours before treating with FBS. Luciferase assays were carried out in 24-well plates (n = 4 wells); cells were treated for 7 hours with FBS, then harvested and analyzed using the dual luciferase assay (Promega, Southampton, UK).

### Western blot analysis

Cells were washed in PBS, scraped off the dish, and either lysed in RIPA for whole cell protein or incubated in a hypotonic buffer (10 mM HEPES, 1.5 mM MgCl_2_, 10 mM KCl plus protease inhibitors) for 10 min on ice for nuclear fractionation. Cells for fractionation were then lysed by with a dounce, and the nuclear and cytoplasmic fractions were separated by centrifugation. The nuclear pellet was resuspended in RIPA plus protease inhibitors (Roche, Burgess Hill, UK). Protein concentration was determined by the BCA assay (Thermo Fisher Scientific). Lysates were combined with loading buffer (Thermo Fisher Scientific) and 1% β2-Mercaptoethanol (Sigma Aldrich), and 10 μg of total protein was resolved on a 10% polyacrylamide gel (Bio-Rad, Hemel Hempsted, UK) and transferred onto nitrocellulose membranes (GE Lifesciences). Membranes were blocked for 1 h in 5% non-fat dry milk, before being incubated with primary antibody for mouse anti-vinculin (1:10,000, hVIN-1, Sigma Aldrich), mouse anti-β1 integrin (1:1000, P5D2, Cancer Research UK, London, UK), rabbit anti-phospho-myosin light chain (1:1000, Cell Signaling, Danvers, MA), rabbit anti-GAPDH (1:5000 Abcam, Cambridge UK), rabbit anti-Importin 9 (1:1000; Abnova, Taipei, Taiwan), rabbit anti-β-actin (Abcam, Cambridge, UK) and mouse Lamin A/C (1:1000, Santa Cruz Biotechnology, Santa Cruz, CA) overnight at 4 °C. Secondary detection was performed with a HRP conjugated anti-rabbit or anti-mouse antibodies (1:5000, Thermo Fisher Scientific). Proteins were visualized using the enhanced chemiluminescence detection system (Millipore, Watford, UK).

### siRNA knockdown

Non-targeting control siRNA and human *IPO9* Silencer Select siRNAs (siRNA ID s31299 (si1) and s31300 (si2)) were purchased from Thermo Fisher Scientific (Ambion). HaCaT cells were transfected with 20 pmol RNA per 10^5^ cells using Lipofectamine 2000. Cells were seeded onto 12-well plates or 13 mm coverslips 2 days after transfection for scratch assays or immunofluorescence imaging, respectively.

### Statistics

Data are presented as mean ± SD for single cell measurements (random cell migration) or mean ± SEM for population level measurements (qPCR and wound closure). Data were tested for normality using the Anderson-Darling test. Statistical analysis was performed using one-way ANOVA and Tukey’s test for post-hoc analysis, and significance was determined by P < 0.05.

## Additional Information

**How to cite this article**: Sharili, A. S. *et al.* Nuclear actin modulates cell motility via transcriptional regulation of adhesive and cytoskeletal genes. *Sci. Rep.* **6**, 33893; doi: 10.1038/srep33893 (2016).

## Supplementary Material

Supplementary Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

## Figures and Tables

**Figure 1:**
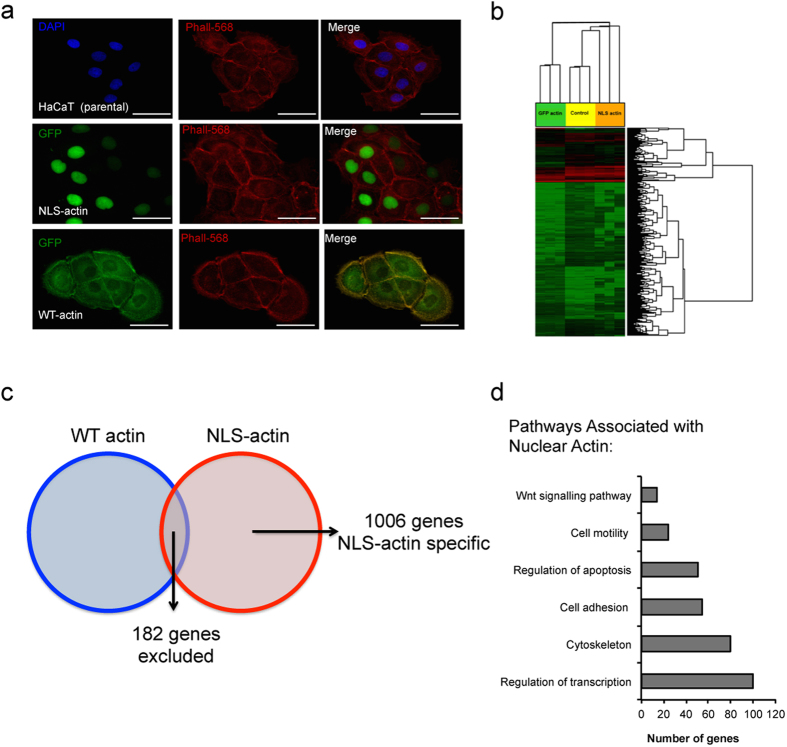
(**a**) Representative images of parental HaCaT keratinocytes and cell lines stably expressing NLS-actin or WT-actin tagged with GFP. F-actin was stained with phalloidin (red) and nuclei were labeled with DAPI (blue). Scale bars are 50 μm (**b**) Hierarchical clustering of genes associated with HaCaT (parental), WT-actin, or NLS-actin cells. (**c**) Venn diagram illustrating nuclear actin-specific genes selected for pathway analysis. (**d**) Example of Gene Ontology terms and numbers of genes that are uniquely differentially expressed in NLS-actin cells compared to the parental line. Analysis was performed using the DAVID on-line resource.

**Figure 2:**
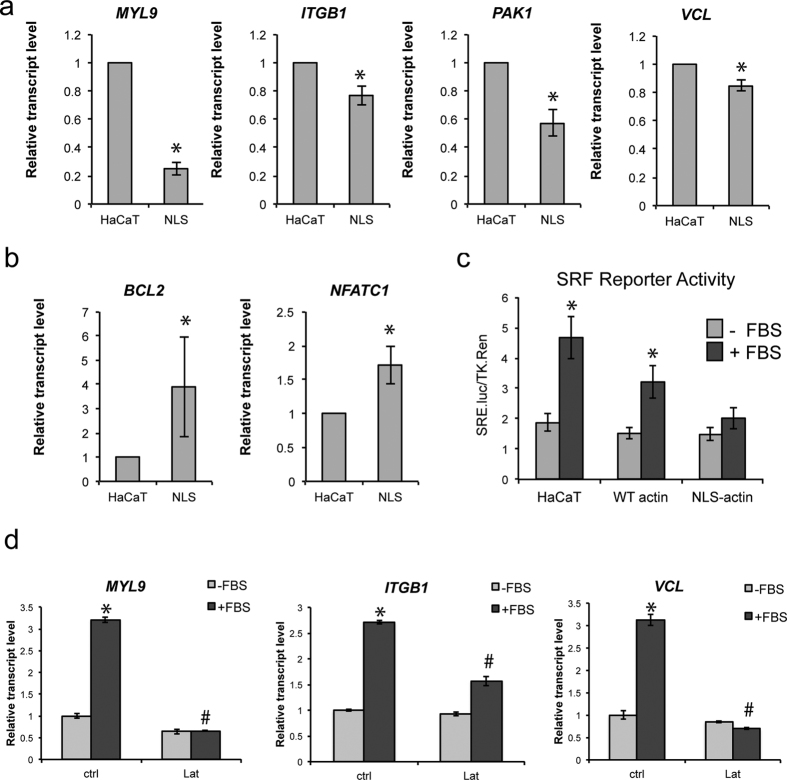
Nuclear actin regulates specific patterns of gene expression. (**a**) QRT-PCR validation of selected genes significantly down-regulated or (**b**) up-regulated in the NLS-actin cells compared to the HaCaT parental line. Expression levels are relative to *GAPDH* and normalized to HaCaT levels. Data represent the mean ± SEM of 3 experiments. *P < 0.0001 (*MYL9*), P = 0.030 (*ITB1*), P = 0.012 (*PAK1*), P = 0.015 (*VCL*), P = 0.03 (*NFATC1*), P = 0.039 (*BCL2*). (**c**) SRF transcriptional activity in HaCaT, WT-actin, and NLS-actin cells following stimulation with 10% FBS for 7 h. Data are expressed as SRF luciferase activity relative Renilla control and represent the mean ± SEM of 3 experiments. *P = 0.0003 for −FBS vs + FBS (HaCaT), P = 0.014 for −FBS vs + FBS (WT-actin). (**d**) Analysis of SRF targets *MYL9*, *ITGB1*, and *VCL* by qPCR in HaCaT cells following 4 h treatment with 10% FBS or 1 μM Latrunculin A (Lat). Expression levels are relative to *GAPDH* and normalized to untreated control (ctrl) levels. Data represent the mean ± SEM of 3 replicates. *P < 0.001 compared to ctrl −FBS, ^#^P < 0.001 compared to ctrl + FBS.

**Figure 3:**
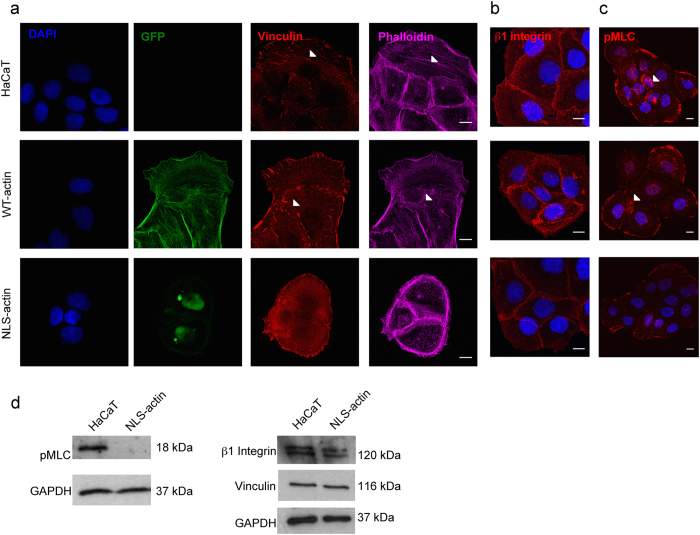
Accumulation of actin in the nucleus disrupts cytoskeletal organization. (**a**) Representative confocal fluorescence images of GFP, vinculin, and F-actin in HaCaT, WT-actin, and NLS-actin lines. (**b**) Representative confocal fluorescence images of β1 integrin and (**c**) pMLC. Reduced focal adhesions, stress fibers, and pMLC could be observed in the NLS-actin cells, particularly on the interior of cell clusters (denoted by arrowheads in HaCaT and WT-actin cells). Scale bars are 10 μm. (**d**) Western blot analysis of total β1 integrin, phospho-myosin light chain (pMLC), and vinculin in HaCaT and NLS-actin lines. GAPDH was used as a loading control.

**Figure 4:**
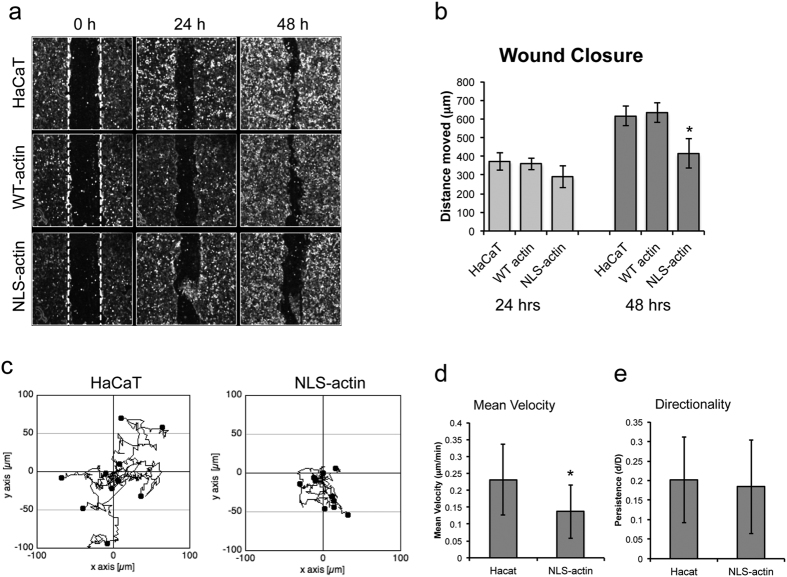
Nuclear actin inhibits cell motility. (**a**) Representative images (inverted phase contrast) of scratch wound assays at 0, 24, and 48 hours after wounding. (**b**) Quantification of wound closure by calculating the average distance moved per field of view (total scratch area divided by length of field of view). Data represent mean ± SEM of 3 experiments. *P = 0.0031 compared to WT-actin. (**c**) Tracks of individual cells in a single field of view over a 24 hour period for the HaCaT and NLS-actin lines. (**d**) Quantification of mean cell velocity. (**e**) Quantification of persistence (net displacement/total distance traveled) calculated using the Manual Tracking plug-in on ImageJ. Data represent mean ± SD of 30 cells. *P < 0.0001 compared to HaCaT.

**Figure 5:**
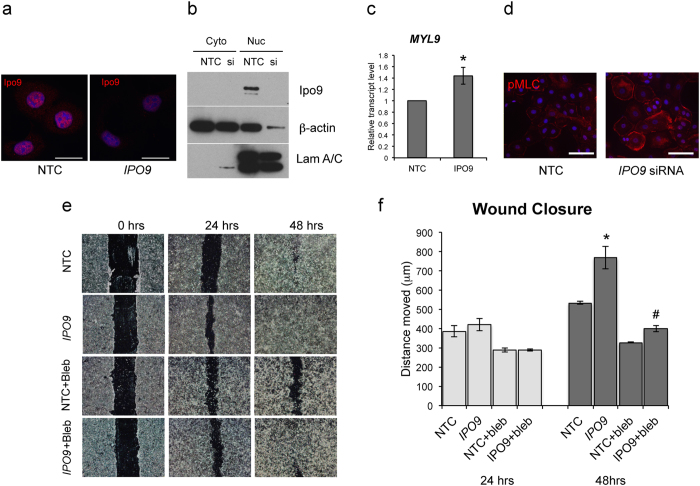
Knockdown of *IPO9* excludes actin from the nucleus and enhances cell migration. (**a**) Immunofluorescence images of Importin 9 (red) in HaCaT cells treated with non-targeting control (NTC) or *IPO9* siRNA for 48 hours. Scale bars are 25 μm. (**b**) Western blot analysis of Importin 9, β-actin, and Lamin A/C levels in nuclear and cytoplasmic fractions of cells treated with NTC or *IPO9* siRNA. (**c**) QRT-PCR measurement of *MYL9* expression relative to *GAPDH.* Data are normalized to NTC control and represent the mean ± SEM of 3 experiments. *P = 0.023 (**d**) Immunofluorescence detection of phosphorylated myosin light chain (pMLC) in NTC or siRNA treated samples. Scale bars are 50 μm. (**e**) Representative images (inverted phase contrast) of scratch wound closure at 0, 24, and 48 hours after wounding. Cells were treated with NTC or *IPO9* siRNA 48 hours prior to wounding, and cultured with either 0.1% DMSO or 50 μM blebbistatin after wounding. (**f**) Quantification of wound closure by calculating the average distance moved (total scratch area divided by length of the field of view). Data represent the mean ± SEM of 3 experiments. *P = 0.024 compared to NTC at 48 h, ^#^P = 0.023 compared to *IPO9* siRNA at 48 h.

# Supplementary material for: Nuclear actin modulates cell motility via transcriptional regulation of adhesive and cytoskeletal genes
**Source:** Sci Rep. 2016 Sep 21;6:33893. doi: 10.1038/srep33893
**Supplement:** Supplementary Information

# Nuclear actin modulates cell motility via transcriptional regulation of adhesive and cytoskeletal genes

Amir S. Sharili<sup>1</sup>, Fiona N. Kenny<sup>1</sup>, Maria K. Vartiainen<sup>2</sup>, John T. Connelly<sup>\*1,3</sup>

## Supplementary data:

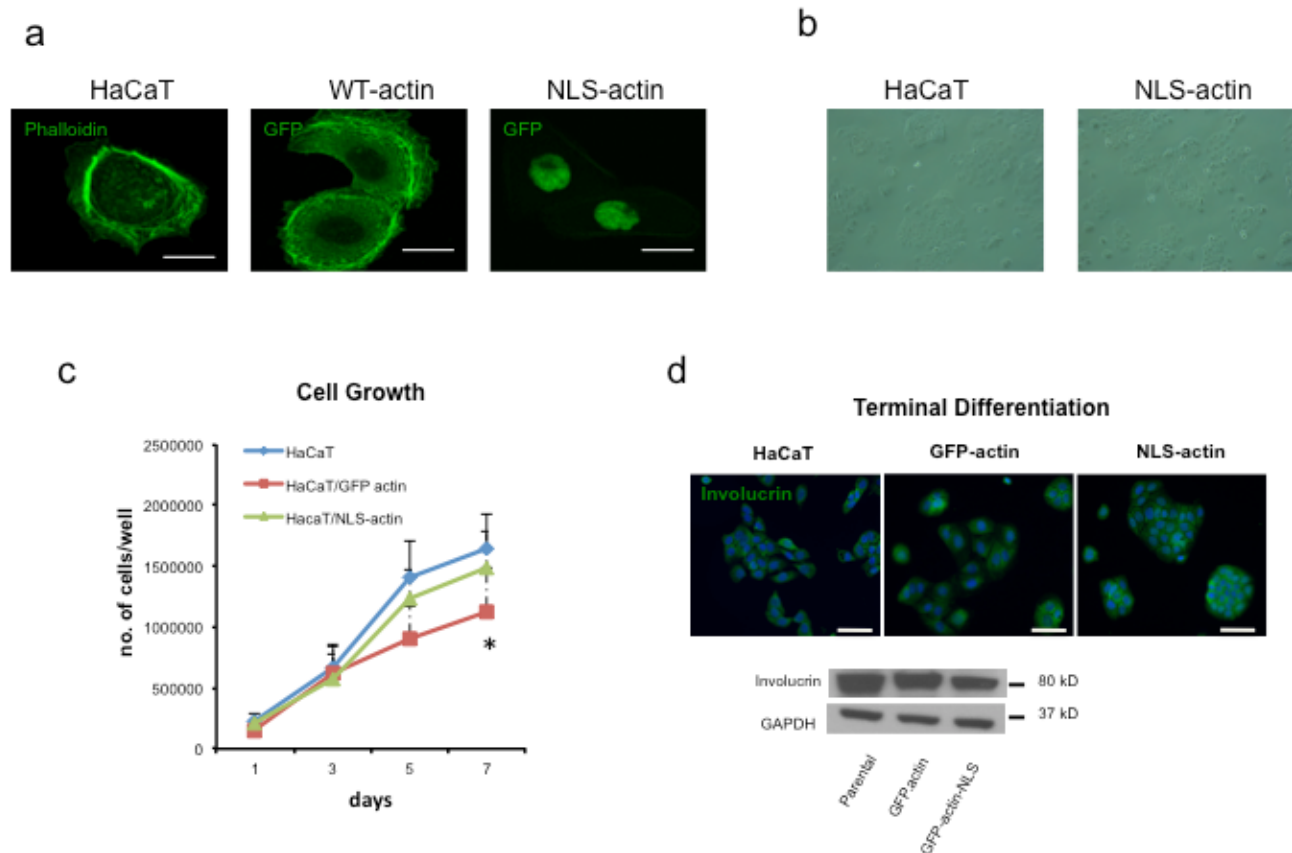

**Figure S1: Phenotypic characterization of HaCaT cell lines.** (a) Fluorescence images of F-actin in parental HaCaT cells and GFP in HaCaT cells stably expressing GFP-WT-actin and GFP-NLS-actin. Scale bars equal 25  $\mu$ m. (b) Phase contrast images of HaCaT and NLS-actin lines showing similar epithelial morphologies. (c) Quantification of cell growth over 7 days for HaCaT, WT-actin, and NLS-actin cell lines. At each time point cells were trypsinised and counted from triplicate wells of 6-well plates. \* $P < 0.05$  HaCaT vs WT-actin ( $N = 3$ ). (d) Immunofluorescence images and Western blot analysis of involucrin expression following 48h stimulation with 1.8 mM  $\text{Ca}^{++}$ . Scale bars equal 100  $\mu$ m.

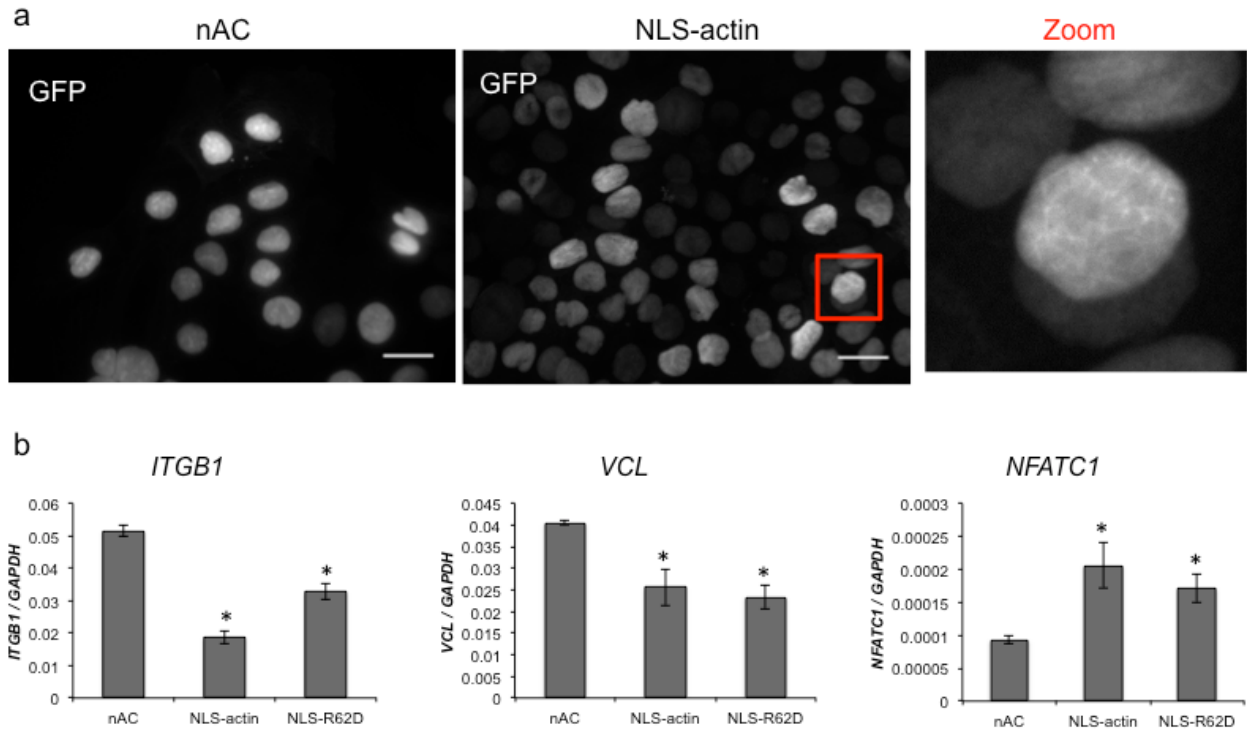

**Figure S2: Specificity of nuclear actin effects on gene expression.** (a) Representative fluorescence images of HaCaT cells stably expressing the nuclear anti-actin GFP chromobody (nAC) or NLS-actin. Zoom shows a rare (<0.01%) cell with nuclear F-actin filaments. Scale bars equal 25  $\mu$ m. (b) Quantification of gene expression for *ITGB1*, *VCL*, and *NFATC1* by qPCR in HaCaT lines expressing nAC, NLS-actin, or NLS-R62D (non-polymerisable actin mutant). Expression is normalized to *GAPDH* and data represent mean  $\pm$  SEM, \* $P$ <0.05 compared to nAC controls (N=3).

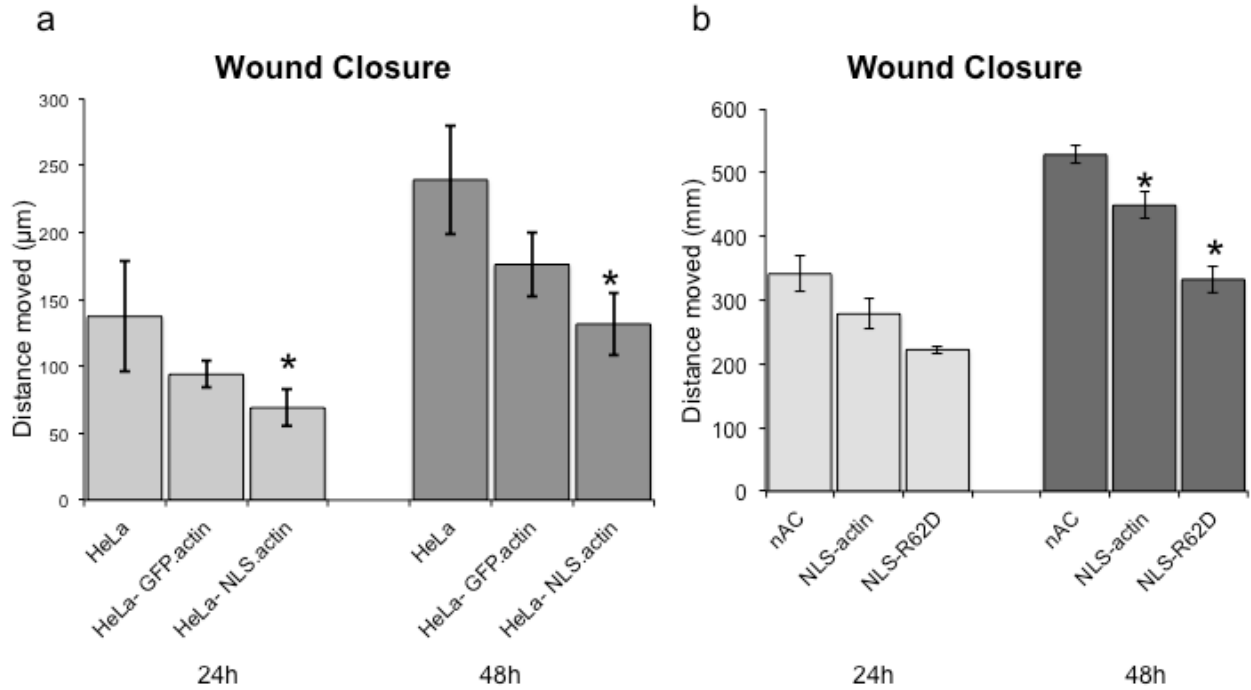

**Figure S3: Specificity of nuclear actin effects on migration.** (a) Quantification of scratch wound closure of non-transfected HeLa cells and cells transfected with WT GFP-actin or NLS-actin. (b) Quantification of scratch wound closure in HaCaT cells expressing the nuclear actin chromobody (nAC), NLS-actin, or NLS-R62D actin (non-polymerisable mutant). Distance moved was calculated by measuring the change in scratch area compared to 0 hours and divided by the length of the field of view. Data represent mean  $\pm$  SEM, \* $P < 0.05$  compared to HeLa or nAC controls (N=3-4).

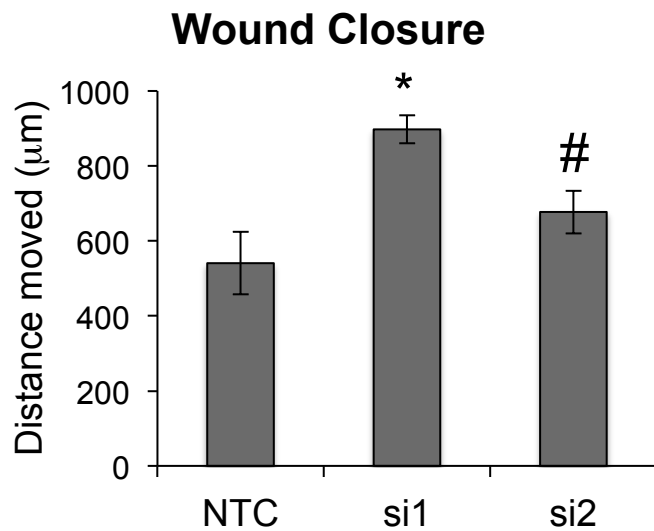

**Figure S4: Scratch wound closure with second IPO9 siRNA.** HaCaT cells were transfected with two different siRNA sequences for IPO9 (si1 and si2) or non-targeting control RNA (NTC). Confluent monolayers were scratched 48h after transfection and imaged at 0h and 48h after wounding. Distance moved was calculated by measuring the change in scratch area compared to 0 hours and divided by the length of the field of view. Data represent mean  $\pm$  SEM, \* $P < 0.05$  # $P = 0.057$  compared to NTC controls (N=4).

**Movie S1:** Time-lapse movie of scratch wound closure for parental HaCaT line over 12 h period (10 min/frame).

**Movie S2:** Time-lapse movie of scratch wound closure for NLS-actin line over 12 h period (10 min/frame).

**Movie S3:** Time-lapse movie of random cell migration for parental HaCaT line over 18 h period (10 min/frame).

**Movie S4:** Time-lapse movie of random cell migration for NLS-actin line over 12 h period (10 min/frame).

**Table S1: qRT-PCR primer sequences**

| Gene          | Forward               | Reverse                    |
|---------------|-----------------------|----------------------------|
| <i>MYL9</i>   | GAGGATGTGATTCGCAACGC  | CCTCATCTGTGAAGCGGTCA       |
| <i>ITGB1</i>  | GTAACCAACCGTAGCAAAGGA | TCCCCTGATCTTAATCGCAAAAC    |
| <i>VCL</i>    | GAGGCTGAGGTCCGTAAAAT  | CTGGCCCAAGATTCTTTGTGT      |
| <i>PAK1</i>   | ACCACCAGTGATTGCTCCAC  | GCATCTGGTGGAGTGGTGTT       |
| <i>NFATC1</i> | CCATGAAGTCAGCGGAGGAA  | GAGGTCTGAAGGTTGTGGCA       |
| <i>BCL2</i>   | CTGCACCTGACGCCCTTCACC | CACATGACCCCAACCGAACTCAAAGA |
| <i>GAPDH</i>  | AACGGGAAGCTTGTCATCAA  | CCCAGCCTTCTCCATGGTG        |

How the deposited data were processed for this re-analysis (not part of the article)

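RNA from the parental HaCaT line, WT-actin cells and NLS-actin cells was measured on 9 whole-genome arrays, 3 per line. The authors deposited MAS5 signals, which are linear intensities scaled so that the trimmed mean of each array is equal, and the paper names MAS5 without a version or a scaling target. The original array images were not used.

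Signals were converted to log2 without an offset or a filter. The 54613 probe sets other than controls were assigned to genes by the symbols of the array annotation, updated through their Entrez identifiers for 41037 probe sets, and 54 whose identifier was absent from the reference kept their symbol. The 1801 probe sets with several symbols and the 11721 with none listed were tested as probe sets but not assigned to genes. Each gene was represented by its brightest probe set. Lines were compared with limma 3.58.1 in R 4.3.3, with 1 mean per line and an empirical Bayes variance that followed the signal level, and p values were adjusted by Benjamini and Hochberg over all 19775 genes in each of 3 comparisons, with a threshold of 0.05. The paper's thresholds, an unadjusted p under 0.05 and a fold above 2, were applied to every probe set with the same fit, and a gene counted when any of its probe sets passed. The paper's text does not name the test behind its array comparison; its statistics section names one-way analysis of variance with Tukey's test for the whole paper. No replicate term was used. The labels number the arrays of each line 1 to 3, and the paper does not say what a number marks. The numbers were taken to pair the parental and NLS-actin arrays, because the residual correlations of arrays of the same number were 0.235, 0.75 and 0.389, but not the WT-actin arrays, where they ranged from -0.543 to 0.484. Replicates 1 and 3 correlated more across numbers (0.328 for parental 1 with NLS-actin 3 and 0.489 for parental 3 with NLS-actin 1), and a block that pairs them so gave 511 genes against 378, so that only the pair of replicates 2 is distinct. A fit with the number as a block within the parental and NLS-actin arrays is given where it changes a call. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

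The 36 gene lists, the comparisons, the thresholds and the rule for named genes were fixed before the data were examined. The lists cover SRF targets, adhesion and the cytoskeleton, keratinocyte states, interferon and inflammation, signalling, transcription and markers of other cell types. Each was tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, and p values were adjusted over the lists of a comparison. The results of 1 list are not reported, although it counts in the adjustment and in the numbers of lists called. Counts of list members past the paper's thresholds were set against 10000 random lists of genes with similar numbers of probe sets. The text names every gene that the paper names as changed or measured and that has a listed probe set. For each comparison with the parental line the rule also takes the 10 largest rises and 10 largest falls, and for NLS-actin against WT-actin cells the 5 largest of each, among genes at an adjusted p under 0.05 whose 3 arrays lay beyond all 3 arrays of the other group and whose level was above the median. It further takes up to 4 members of a list with the smallest adjusted p. ITGA4, STAT3, IRAK2, TSPYL5, BCL11B and CD14, and the list members printed because they passed the paper's thresholds, were chosen after their values were seen.

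Tested on simulated data with 200 changed genes among 19775 in 10 draws, the fit recovered 55.1 percent of 2-fold and 89.6 percent of 4-fold changes, and 5.79 percent of its calls were false. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. The alternatives were quantile normalization, an offset of 8.08 (the 25 percentile of all signals), a filter on dim probe sets, a variance without the intensity trend, the replicate number as a block, a fit of 2 lines only, the mean of all probe sets of a gene, omission of cross-hybridizing probe sets, Tukey's test, Student's test and omission of each array in turn. Chosen after the data were seen were a fit with the ratio of the 3' to 5' ACTB control probe sets, the omission of 3 arrays together, the block within the parental and NLS-actin arrays with its other pairings, the omission of each array for the correlation of the effects of the actin lines, the estimated correlation for the SRF-MRTF list under the alternatives, and Tukey's and Student's tests of single named genes. Left out were the quantitative PCR, imaging and reporter experiments, which are not array data, the Gene Ontology analysis, whose annotation was not used here, and genes without a listed probe set.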

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

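The tests of the WT-actin line and of 3' bias given here were chosen after the result was seen.

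FMN2, a formin, differed between NLS-actin and WT-actin cells by a log2 difference of -5.18 (adjusted p = 6.53e-05 from limma), with signals of 12.8 ± 4.81 and 445 ± 61.4 (SD, n = 3 each), a tested difference between the lines. The NLS-actin signal lay near the floor, so that the size of this difference is uncertain. It was -1.73 (adjusted p = 0.208) when all probe sets of FMN2 were averaged, and the adjusted p over all alternatives ranged from 1.84e-05 to 0.208.

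A comparison that the paper does not report, NLS-actin against WT-actin cells, gave 144 differentially expressed genes in limma, 77 higher and 67 lower in NLS-actin cells, more than the 26 and 33 found against the parental line. With the ratio of the 3' to 5' ACTB control probe sets in the fit, a test of 3' bias of the RNA or labelling, the count was 307. This was 3.65 times the larger of the other counts (84). The test cannot decide on a 3' bias, because WT-actin and NLS-actin cells express a β-actin transgene, which may change the ACTB ratio itself. A WT-actin line that stands apart from both other lines could contribute, but it cannot be told apart from an NLS-actin line that does, because WT-actin cells had the larger difference from the parental line in 51.4 percent of the 144 genes. The effect of each construct and a difference between the cell lines themselves stay open, since the design does not separate them. The count was 75 without WT-actin replicate 2, and 66 and 70 without NLS-actin replicates 1 and 3. The 3 arrays against 3 make 10 splits, too few for a share under 0.05, and the highest other split gave 0 genes where the real one gave 144.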

How the results depend on the processing

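The block within 2 lines, the ACTB ratio, the omission of 3 arrays together, the omission of arrays for the correlation and the tests of Tukey and Student for single genes were chosen after the data were seen. Among values of gene lists under the alternatives, 1881 kept their direction and side of the threshold, 41 passed only there, 77 no longer passed and 5 reversed; among values of named genes these counts were 4331, 46, 529 and 1. The causes were not tested unless given. The paper's thresholds gave 1968 probe sets, 1683 of them not shared in the same direction with WT-actin cells. The total, shared and other genes numbered 747, 100 and 647 with an offset, 359, 53 and 306 with the filter on dim probe sets, which tests fewer genes, 699, 112 and 587 with the mean of all probe sets of a gene, and 592, 116 and 476 with Tukey's test; 329 were shared without the intensity trend. Genes at an adjusted p under 0.05 in NLS-actin against parental, WT-actin against parental and NLS-actin against WT-actin cells numbered 10, 12 and 76 without the intensity trend, 10, 14 and 82 with the mean of all probe sets, 4, 8 and 17 with Tukey's test, and 64, 84 and 307 with the ACTB ratio as a covariate. With 2 groups only, which leaves fewer arrays, they numbered 15 for NLS-actin against parental and 67 for NLS-actin against WT-actin cells. Student's test gave 0, 0 and 2, with 1516, 1290 and 1490 genes at an unadjusted p under 0.05, where limma gave 26, 33 and 144. Gene lists called for NLS-actin against parental numbered 4 with an offset, 3 without the trend, 4 with the replicate block, 4 without cross-hybridizing probe sets and 4 with the ACTB ratio; for WT-actin against parental they numbered 2 without the trend, 0 with the mean of all probe sets (5 in the reported analysis), 3 without cross-hybridizing probe sets and 9 with the ACTB ratio. The SRF-MRTF targets reached -0.14 with quantile normalization, -0.28 with the mean of all probe sets and -0.14 without parental replicate 2, with a range of -0.138 to 0.088 when arrays were left out. Reversed were actin dynamics (0.021, by the direction of camera) and proliferation (-0.082) in WT-actin cells with quantile normalization, IRAK2 between the actin lines (0.99) and epithelial junctions in WT-actin cells (-0.10) with the mean of all probe sets, interferon genes between the actin lines without WT-actin replicate 1 (range -0.381 to 0.05 over the arrays left out), and cholesterol genes in WT-actin cells without WT-actin replicate 3 (range -0.193 to 0.196). Leaving out each array gave 4 to 27, 9 to 42 and 66 to 124 genes in the 3 comparisons, 3 to 9, 1 to 11 and 2 to 9 lists, and 1059 to 1559 total, 209 to 280 shared and 826 to 1292 other genes at the paper's thresholds. Genes in WT-actin against parental cells numbered 9, 18 and 17 without parental replicates 1, 2 and 3 and 12 without WT-actin replicate 2. The lists of NLS-actin against parental numbered 3 without parental replicate 1 and 4 without NLS-actin replicate 1 or 3, those of WT-actin against parental 3, 2 and 11 without parental replicates 1, 2 and 3 and 1 without WT-actin replicate 2, and those between the actin lines 9 without WT-actin replicate 1 and 7 without NLS-actin replicate 3. The correlation of the effects of the actin lines, 0.398, was 0.203 with the filter on dim probe sets, 0.33 to 0.508 when arrays were left out, and 0.507, 0.508 and 0.478 without parental replicates 1, 2 and 3. With the replicate block over all 9 arrays, 19, 35 and 162 genes were found in the 3 comparisons. With the replicate block within the parental and NLS-actin arrays, which the numbers pair by residual correlations of 0.235, 0.75 and 0.389, 378 genes and 7 lists were found. Besides the genes given in the text, REPS2, ELOVL7, HLTF, BMPR1B, TNFRSF10D, C16orf54, DSG4, ACSL5, PRKCQ and BCL11B passed there, and no other call of a named gene or list changed. Exchanging the 2 arrays of pair 1, 2 or 3 gave 0, 0 and 1 genes. Pairing parental replicates 1 and 3 with NLS-actin replicates 3 and 1 gave 511 genes and the other 4 pairings 0 to 2, so that the count depends on keeping the 2 replicates 2 together, not on the numbers of the others. Signals near background limit what dim probe sets can show.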

Differences from the paper's values

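The paper states that ITGB1 and VCL were down-regulated in NLS-actin cells. It also reports lower values by quantitative PCR for these genes and MYL9, which were not re-analysed here. The brightest probe sets had log2 fold changes of -0.04 for ITGB1 (adjusted p = 0.982 from limma) and 0.18 for VCL (adjusted p = 0.879). At the paper's own thresholds, dim probe sets of ITGB1 (-3.74) and VCL (-2.76) passed, and the ITGB1 probe sets of rank 2 and 3 by mean signal had -0.63 and -0.81 without passing the fold of 2. Those of rank 4 and 5 had 0.34 and 0.86. The NLS-actin signals of the dim probe sets that passed lay near the floor, so that the sizes of their folds are uncertain. MYL9, which the paper also gives as down-regulated, had -1.61 and passed the paper's thresholds but not an adjusted p of 0.05 (adjusted p = 0.402). With the replicate number as a block within the parental and NLS-actin arrays, chosen after the data were seen, MYL9 (adjusted p = 0.0441) and the ITGB1 probe set of rank 3 (adjusted p = 0.0389) passed, and the brightest of ITGB1 and VCL had 0.942 and 0.596.

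The paper states that BCL2 and NFATC1 were up-regulated. It also reports higher values of both by quantitative PCR, which were not re-analysed here. The brightest probe set of BCL2 had a log2 fold change of -0.07 (adjusted p = 0.993 from limma), while its dimmest probe set (2.89) passed the paper's thresholds and its second brightest had 0.90. The brightest probe set of NFATC1 had 0.30 (adjusted p = 0.952). At the paper's thresholds the dimmest NFATC1 probe set (2.43) passed as higher and the one of rank 3 (-2.15) as lower. The passing probe sets of both genes had parental or NLS-actin signals near the floor, so that the sizes of their folds are uncertain.

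The paper gives cytoskeleton, cell adhesion and transcription among the terms enriched in the genes of NLS-actin cells. At its thresholds, the lists of focal adhesion, actomyosin, integrins and the transcription machinery, which are not its terms, held 2, 3, 1 and 2 such genes not shared in the same direction with WT-actin cells, with 2.32, 2.24, 1.03 and 2.73 in random lists. The list of integrins does not hold ITGA4, which passed these thresholds as well. The list of SRF-MRTF cytoskeletal targets held 5 against 1.8 (one-sided permutation p = 0.0313 and adjusted p = 0.225 from 10000 random lists).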

Other observations

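The tests of YAP targets, the correlations with control probe sets and the block within the parental and NLS-actin arrays given here were chosen after the result was seen.

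The genes named here differed between WT-actin cells and the parental line. NDN, the imprinted growth regulator necdin, had a signal of 1162 ± 440.4 (SD, n = 3) in the parental line, 17.4 ± 6.21 in WT-actin cells and 1099 ± 225 in NLS-actin cells, a log2 fold change of -6.05 in WT-actin cells (adjusted p = 2.12e-05 from limma). The muscarinic receptor CHRM3 had 438 ± 89.0 in the parental line and 6.56 ± 7.92 in WT-actin cells, a log2 fold change of -6.78 (adjusted p = 0.00209). Log2 fold changes of other genes were for the receptor phosphatase PTPRZ1 -4.08 (adjusted p = 0.00343), the DNA translocase HLTF -3.76 (adjusted p = 0.000169), the BMP receptor BMPR1B -3.37 (adjusted p = 0.00601), the non-coding SNHG33 -3.27 (adjusted p = 0.00839), the decoy receptor TNFRSF10D -3.14 (adjusted p = 0.00119), PLEKHH2 -3.09 (adjusted p = 0.0082) and PTGS1, the constitutive cyclooxygenase, -3.05 (adjusted p = 0.00209). The WT-actin signals of CHRM3, NDN, BMPR1B (18.7 ± 5.53) and SNHG33 (8.70 ± 2.26) lay near the floor, so that the sizes of these folds are uncertain. The transcription factor BCL11B fell by 2.85 (adjusted p = 0.0129). Among the rises were EYA1 (2.14), a transcriptional co-activator and phosphatase, VGLL1 (1.75), a co-factor of TEAD, REPS2 (2.24), the palmitoyltransferase ZDHHC2 (1.56), the fatty acid elongase ELOVL7 (1.30) and CPNE8 (1.29), a copine. The chemokines CXCL8 (-1.85) and CXCL1 (-1.83) were down-regulated (adjusted p = 0.00839 each). Of the 33 genes, 24 also differed from NLS-actin cells, 6 higher and 18 lower in WT-actin cells. BMPR1B, REPS2, CPNE8 and CXCL8 did not pass in that comparison (adjusted p = 0.117, 0.219, 0.357 and 0.374). Of the 5 lists called, the unfolded protein and heat shock response had a median of 0.19 (adjusted p = 0.00108 from camera, adjusted p = 0.44 with an estimated correlation), actin dynamics of 0.12 (adjusted p = 0.0108, adjusted p = 0.482 with an estimated correlation), epithelial junctions of 0.14 (adjusted p = 0.0417, adjusted p = 0.482 with an estimated correlation) and inflammation of -0.24 (adjusted p = 0.0417, adjusted p = 0.44 with an estimated correlation), and stress-induced keratinocyte genes were positive in 0 of 7 members (adjusted p = 0.0108, adjusted p = 0.44 with an estimated correlation). Of 19 alternatives these lists passed in 17, 13, 5, 11 and 16, and 0 lists passed with the mean of all probe sets of a gene. After quantile normalization the medians of the unfolded protein and heat shock response, actin dynamics and epithelial junctions were 0.063, 0.021 and -0.024. Their adjusted p was 0.0868, 0.861 and 0.975 from camera. Housekeeping genes had a median of 0.23 in the reported analysis of this comparison (adjusted p = 0.0699 from camera). When arrays were left out, the adjusted p of actin dynamics was 0.158, 0.0568 and 0.0615 without parental replicates 1 and 2 and WT-actin replicate 2. That of epithelial junctions was 0.144, 0.069, 0.0993 and 0.15 without parental replicates 1 and 2 and WT-actin replicates 1 and 2, and 0.0528 and 0.0649 without NLS-actin replicates 1 and 2. That of inflammation was 0.0675, 0.189, 0.0993 and 0.123 without parental replicates 1 and 3 and WT-actin replicates 1 and 2, and that of the stress-induced genes 0.0724 and 0.0615 without parental replicate 2 and WT-actin replicate 2.

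Between the actin lines, stress-induced keratinocyte genes were higher in NLS-actin cells in 7 of 7 members, with a median of 1.74 (adjusted p = 2.66e-06 from camera, adjusted p = 0.475 with an estimated correlation). PI3 passed over all genes (2.61, adjusted p = 0.00911 from limma), and 4 were higher when adjusted over the list alone, with S100A7 at 1.81, S100A8 at 1.74 and SERPINB3 at 1.69. Of 29 genes of keratinocyte differentiation, 21 were positive, with a median of 0.41 (adjusted p = 0.00759, adjusted p = 0.708 with an estimated correlation), SPRR1B, a precursor of the cornified envelope, passed over all genes (2.45, adjusted p = 0.0186 from limma), and 3 were higher when adjusted over the list alone. The adjusted p of the list was 0.238 without WT-actin replicate 3 and 0.17 without NLS-actin replicate 2, and it ranged from 0.00162 to 0.238 over all alternatives. Of 31 interferon genes 6 were positive, with a median of -0.21 (adjusted p = 0.0128 from camera, adjusted p = 0.708 with an estimated correlation). The median turned to 0.05 without WT-actin replicate 1 (adjusted p = 0.993), and the adjusted p was 0.0625 without NLS-actin replicate 1. Without the 3 arrays that depart together the median was -0.058 (adjusted p = 0.721). CD14, a monocyte marker, was higher in NLS-actin than in WT-actin cells (2.53, adjusted p = 0.0437 from limma), and passed in 9 of 21 alternatives. In the list of leukocyte markers 2 of 11 genes were positive in this comparison, with a median of -0.62 (adjusted p = 0.5 from camera). Of the largest differences between the actin lines, C16orf54 (5.84, adjusted p = 0.0164) and the desmoglein DSG4 (4.62, adjusted p = 0.0121) were higher in NLS-actin cells, and the acyl-CoA synthetase ACSL5 (-4.06, adjusted p = 0.00423) and the kinase PRKCQ (-3.43, adjusted p = 0.0383) lower. The WT-actin signals of C16orf54 and DSG4 were 10.8 ± 10.5 and 18.5 ± 14.8 and the NLS-actin signals of PRKCQ and ACSL5 16.5 ± 18.5 and 21.9 ± 2.44 (SD, n = 3 each), near the floor. Markers of fibroblasts, melanocytes, immune cells and endothelium had an adjusted p of 0.987, 0.793, 0.814 and 0.987 from camera in NLS-actin against parental cells, where the lists of proliferation, YAP targets and immediate early SRF targets had 0.835, 0.987 and 0.295.

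Of genes named by the paper, SRF had a log2 fold change of -0.35 between NLS-actin and parental cells (adjusted p = 0.814 from limma), IPO9, the import receptor of actin, of -0.10 (adjusted p = 0.943), XPO6, its export receptor, of 0.11 (adjusted p = 0.944), IVL of -0.35 (adjusted p = 0.942) and GAPDH and ACTB of 0.27 each (adjusted p = 0.821 and 0.859). MRTFA, the SRF co-activator that binds actin, had -0.46 on its brightest probe set (adjusted p = 0.875), while the probe set of rank 3 rose from 20.5 ± 4.83 to 155 ± 3.08 (SD, n = 3 each), a log2 fold change of 2.95 (adjusted p = 0.0219 over all probe sets from limma), and the one of rank 2 had 1.29. The parental signal of rank 3 lay near the floor, so that the size of its fold is uncertain. The control probe sets of the 5', middle and 3' parts of ACTB had NLS-actin over parental ratios of 0.892, 0.982 and 1.21, and WT-actin over parental ratios of 1.25, 1.23 and 1.34 (exact permutation p from 0.2 to 1, where 0.1 is the smallest possible). Those of GAPDH were 0.973, 1.14 and 1.17, and 0.998, 1.12 and 1.27.

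Parental replicate 2, WT-actin replicate 1 and NLS-actin replicate 2 departed from their lines together. As a test of 3' bias of the RNA or labelling, the slopes of the 2 brightest probe sets of a gene along this axis were compared. They correlated at 0.709 across 6070 genes. This cannot decide on such a bias, because the positions of the probe sets along the transcript were not compared. If both lie near the 3' end, a 3' bias could also move them together. The axis followed the ACTB 3' to 5' ratio over the 9 arrays (r = 0.867, exact permutation p = 0.0014, adjusted p = 0.0028; rho = 0.733, p = 0.031, adjusted p = 0.062; r = 0.886 without the 2 farthest arrays), but not the GAPDH ratio (r = 0.457, exact permutation p = 0.23, adjusted p = 0.23; rho = 0.217, p = 0.58; r = -0.239 without the 2 farthest). A difference in culture density or serum state may contribute, since 13 of 15 YAP targets had a negative slope along the axis (p = 6.05e-08 and adjusted p = 1.09e-06 from camera, p = 0.00217 and adjusted p = 0.0781 with an estimated correlation); this list is 1 of 36 tested there, and interferon genes had a positive median slope of 0.32 (adjusted p = 8.52e-07, adjusted p = 0.379 with an estimated correlation). The labels give no density or serum state, so that no such condition was tested.

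Of the 1968 probe sets past the paper's thresholds, 74.1 percent lay below the median level of all probe sets (a signal of 33.5), and 42 had an adjusted p under 0.05. Of the 570 dim ones whose gene had a brighter probe set, 57.7 percent had the sign of the brightest (95 percent interval 53.5 to 61.8), against 81.9 percent of 182 brighter ones (75.5 to 87.2). Noise of dim probe sets and changes of expression in NLS-actin cells could both contribute and cannot be told apart, because the interval lies above an even share and reaches past the bound set before the test. The probe sets of a gene were read on the same arrays, so that differences between single arrays can also raise the agreement above an even share. The interval treats the probe sets as independent. Dim probe sets that were the brightest of their gene were not tested in this way.

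With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The highest other split gave 0 genes where the real split gave 26 in NLS-actin and 33 in WT-actin against parental cells. At the paper's thresholds the real values were 1267 total, 219 shared in the same direction and 1048 other genes, and the highest others 1442, 375 and 1186. Gene lists called numbered 7, 5 and 3 in the 3 comparisons, with 14, 11 and 11 in the highest other splits. For SRF-MRTF targets the real p was 0.182 and the smallest other 8.1e-07. Among the splits of parental and NLS-actin arrays that part all 3 pairs of the same number, the others gave 0, 0 and 1 lists, and at the paper's thresholds 779 to 821 total, 161 to 198 shared and 608 to 660 other genes, below the real values. For SRF-MRTF targets the negative log10 of p was at most 0.413 in these splits and 0.741 in the real one, and the smallest p above came from a split that parts 1 pair. Those that part 1 pair gave up to 14 lists and 1442 genes. With the replicate block, the real split gave 378 genes and the others that part all 3 pairs 0, 0 and 1. This comparison favours the real split, because the block was chosen after the residual correlations of the real groups were seen. For the real groups, pairing parental replicates 1 and 3 with NLS-actin replicates 3 and 1 gave 511 genes, and the remaining pairings 0 to 2. Between the actin lines, the split with 11 lists against 3 points to a structure of the arrays. A value as large was reached, the real split included, by 1 split for each count of genes, by 3, 6 and 8 for the lists, by 3, 5 and 3 at the paper's thresholds and by 6 for the SRF-MRTF targets.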
